A study of Homo sapiens with 24 samples. Its data were reported in "A Conserved BDNF, Glutamate- and GABA-Enriched Gene Module Related to Human Depression Identified by Coexpression Meta-Analysis and DNA Variant Genome-Wide Association Studies" (2014).

How the data were processed

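RNA was measured in 24 postmortem samples of orbital ventral prefrontal cortex (Brodmann area 47), a frontal region above the eye sockets, from 12 subjects with major depressive disorder (MDD) and 12 control subjects. Each sample was hybridised to 1 Affymetrix gene expression array, which reads each transcript with 1 or more sets of short probes placed mostly near the 3 prime end. The labels put each sample in its group by title, and the titles number the samples of each group as members of matched pairs. Each array came from a separate subject as the titles and the series design describe them.

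The deposited values were intensities on a linear scale, 1 per probe set and array, in a table that the authors had already processed. The submitters' processing notes name GCOS, RMA and GCRMA, which are Affymetrix operating software and 2 ways of correcting background and summarising probes, and which of them made the table is not given in the sources used here. Median intensity per array was 20.7 to 25.1. The lowest intensity in the table was 1.1 and the highest 31375.4, and 40.1% of values lay under 10. Background correction can compress dim probe sets toward a floor, so differences between groups among dim genes may depend on it, which was not tested. For arrays, the number of arrays per group limits the precision.

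The table held 22283 probe sets, of which 68 were Affymetrix control probe sets. The platform annotation gave 1 gene symbol for 19071 probe sets, several for 1043, and did not list 2169. Probe sets with several genes were not named, and 31 probe sets of 24 genes that track sex were left out of every test. Values were transformed as log2(intensity + 1) because the table was on a linear scale, although a log scale had been assumed before the data were examined, and every difference below is on that scale, which understates changes of dim genes. Following the study's methods, each gene was represented by its probe set with the largest interquartile range, which gave 11939 genes. Genes whose mean lay under the 20th percentile were left out, and 9551 genes were tested. The study's own filter ranked genes over all of its data sets and was not used here.

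Genes were compared between MDD and Control with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the only term, two-sided) with Benjamini-Hochberg adjustment and a threshold of 0.05. On simulated values for 9551 independent genes, in which 200 genes differed, this fit recovered 52 of 100 genes shifted by 0.5 and 84 of 100 genes shifted by 1 on the log2 scale, with 4 false calls among 140. A total of 24 gene lists, the study's module included, were written before the data were examined and tested with limma's camera, which asks whether a list moves relative to the other genes, with the correlation between genes estimated from the data. The lists were the study's module; markers of GABA neurons, excitatory neurons, neurons of all kinds, astrocytes, oligodendrocytes and myelin, microglia and macrophages, and endothelial and mural cells; blood cell genes; GABA receptor subunits; glutamate receptor subunits; neurotrophin signalling; the FGF system; immediate early genes; glucocorticoid-responsive genes; monoamine receptors, transporters and enzymes; synaptic vesicle and release genes; the mitochondrial respiratory chain; proteasome subunits; cytosolic ribosomal proteins; heat shock and chaperone genes; hypoxia-responsive genes; interferon-responsive genes; and circadian clock genes. In addition 4 lists of cortical layers and vessel cells were written after the results for single genes were seen, and their camera p values were adjusted over those 4. Lists with fewer than 5 tested genes would have been left out. The camera test with a preset correlation of 0.01 and limma's fry, which asks only whether the genes of a list move one way, served as alternatives.

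Module mean, cell type marker means and RNA quality were single values per array and were compared by two-sided permutation tests with 100000 resamples, or by exact permutation where a group held fewer than 10 arrays. Coexpression of a list was the mean absolute Pearson correlation over all pairs of its genes. For the module over all arrays it was set against 10000 random lists of the same size, matched on mean expression in 10 groups of genes. The difference in coexpression between MDD and Control was tested by permuting the group labels after centring each gene within its group. This procedure found a simulated difference of 0.35 in 40 genes (p = 0.001) and gave p under 0.05 in 4 of 50 runs with none. That difference was larger than the module's of −0.143, so whether one of the module's size would be found was not shown. Correlations across arrays were computed as Pearson's r and Spearman's rho with permutation p values, and again without the 2 arrays farthest from the median of the x axis. These steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and, for the plots, matplotlib 3.10.9.

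RNA quality was read from the array's own control probe sets for GAPDH and beta-actin, as the log2 value of the 3 prime probe set minus that of the 5 prime probe set, averaged over both genes. A larger value means that more 5 prime sequence was missing. The arrays fell into 16 with values of 0.79 to 1.11 and 8 with values of 1.39 to 2.12, and results were computed again without those 8 arrays as an alternative chosen after seeing the data.

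The genes named in the text follow a rule set before the data were examined. Up to 10 genes per direction past the threshold were to be named by the size of the difference, filled up by the lowest unadjusted p where fewer passed. The 2 members of each list with the lowest p and 14 genes that the study's text names for its module could also be named. NTNG1 lay below the filter on the mean and was not tested, and 1 other of these genes is not reported here.

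Alternatives were the pair number as a block, other filters on the mean and the standard deviation, the probe set with the highest mean or all probe sets, quantile normalization, centring of arrays, array weights, a trended and robust eBayes, the RNA quality value or the first residual component as a covariate, other coexpression measures, and leaving out each array in turn. A log transform with no pseudocount, the upper 50% of genes by mean, the 16 arrays alone, removal of the RNA quality value by regression, and the lists' coexpression difference without each array in turn (10000 resamples) were added after seeing the data.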

Results

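Gene expression was read in 24 postmortem samples of human orbital ventral prefrontal cortex, 12 from subjects with major depressive disorder (MDD) and 12 from control subjects, with 1 Affymetrix gene expression array per subject. The comparison asked which genes, and which groups of genes that vary together, differed between MDD and Control in this region of the brain, which takes part in the regulation of mood. Median intensity per array was 20.7 to 25.1 and the upper quartile was 237.15 to 328. The correlation between arrays had a median of 0.982 (0.955 to 0.995), and no 2 arrays held identical values. Of 11939 genes read by a probe set of their own, 9551 were tested. Below, levels are mean log2(intensity + 1) ± SD with n = 12 per group, and differences are MDD minus Control.

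RNA quality divided the arrays, and it did so in both groups. The log2 difference between the 3 prime and 5 prime control probe sets of GAPDH and beta-actin was 1.23 ± 0.41 in Control and 1.23 ± 0.42 in MDD, a difference of −0.01 (permutation test, two-sided p = 0.976). A set of 8 arrays, from Control replicates 7, 8, 9, 10 and 11 and MDD replicates 5, 9 and 10, lay at 1.39 to 2.12, while the other 16 lay at 0.79 to 1.11. The first principal component held 30.9% of the variance between arrays. Its score correlated with the 3 prime to 5 prime value within the 16 arrays (Pearson's r = 0.622, permutation p = 0.0118; Spearman's rho = 0.582, p = 0.0200; r = 0.586 without the 2 farthest arrays) and within the 8 arrays (r = 0.866, exact permutation p = 0.00635; rho = 0.833, p = 0.0154; r = 0.793).

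**Figure D1:**
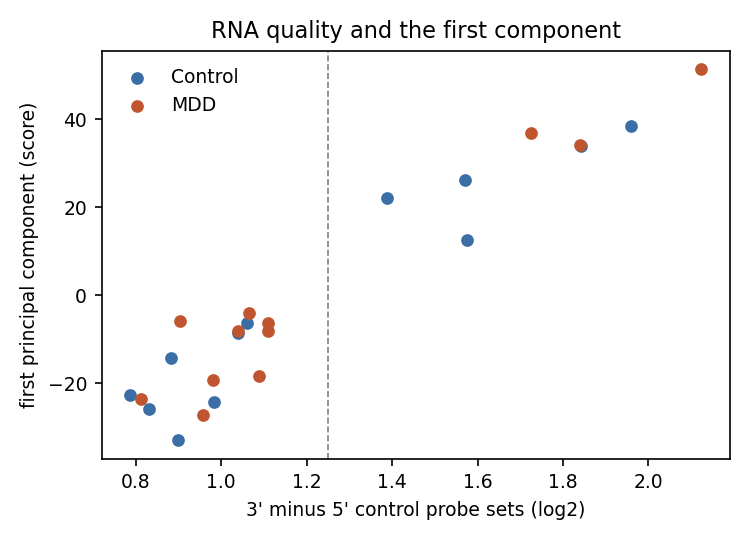
Score of each array on the first principal component (y axis, arbitrary units) against its log2 difference between 3 prime and 5 prime control probe sets (x axis); each point is 1 array, coloured by group, and the dashed line parts the 16 arrays from the 8. The 8 arrays at 1.39 to 2.12 lie at the upper right and come from both groups.

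Among single genes, those with the lowest p values that were higher in MDD included ACTA2, CUX2 and NEFL. ACTA2, the actin of smooth muscle cells around vessels, was 7.02 ± 0.82 in Control and 8.04 ± 0.75 in MDD, a difference of 1.01 (SE 0.31), or 2.02-fold on this scale, with 11 of 12 MDD arrays above the Control median. CUX2, a transcription factor of upper-layer cortical neurons, was 9.18 ± 0.42 in Control and 9.69 ± 0.38 in MDD (1.42-fold, 10 of 12 above). NEFL, the light chain of neurofilaments, was 10.46 ± 0.22 and 10.72 ± 0.17 (10 of 12 above). SPIDR, a scaffold protein of DNA repair, was 6.19 ± 0.23 and 6.54 ± 0.23, with all 12 MDD arrays above the Control median, and HLA-DQB1, which presents antigens to T cells, was 4.02 ± 0.20 and 4.39 ± 0.29 (11 of 12 above). Differences for METTL5, PEX16, LOC100505915, POTEKP and LILRA2 were 0.34, 0.31, 0.31, 0.26 and 0.24. POTEKP is close in sequence to other actins and its probe sets cannot be assumed to separate them.

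Genes that were lower in MDD with the lowest p values included SLC2A1, the glucose transporter of the blood-brain barrier, at 7.45 ± 0.26 in Control and 7.16 ± 0.21 in MDD (a difference of −0.29, 11 of 12 MDD arrays below the Control median). GRK3, a kinase that desensitises G protein-coupled receptors, was 5.66 ± 0.40 and 5.17 ± 0.37, and SCARB1, a receptor for high-density lipoprotein, was 5.00 ± 0.17 and 4.80 ± 0.11. CDK13, a kinase that acts on RNA polymerase, differed by −0.51, SCAMP2, a membrane protein of secretory vesicles, by −0.56, OSER1 by −0.54, TCEAL9 by −0.37, RCL1 by −0.27, DNTTIP2 by −0.26 and RNF103 by −0.23. For OSER1 the direction turned with the probe set of highest mean, where the difference was 0.03.

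None of these differences passed the adjusted test. With limma, 0 of 9551 genes passed at a Benjamini-Hochberg adjusted p of 0.05, and the lowest adjusted p was 0.573, which these 20 genes shared. Their unadjusted limma p ran from 0.00119 for HLA-DQB1 to 0.0118 for SCAMP2. At an unadjusted p under 0.05 there were 802 genes, 731 higher and 71 lower in MDD, and the number passing the adjusted test was 0 in all 40 settings of the fit. The 802 fell to 413 without the 8 arrays of lower RNA quality, of which 151 were higher and 262 lower. Between 342 and 1267 genes were counted when 1 array was left out in turn.

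**Figure D2:**
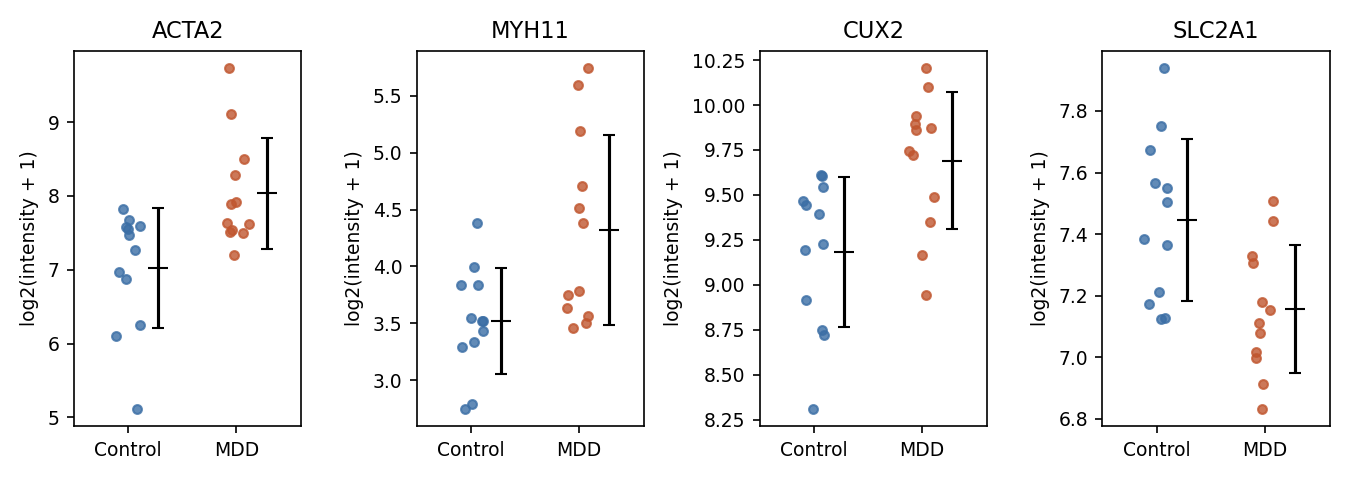
Level of ACTA2, MYH11, CUX2 and SLC2A1 in each array (y axis, log2(intensity + 1), with its own range per panel) by group (x axis); points are arrays, and bars are the mean ± SD of 12 arrays per group. In MDD, 11 of 12 arrays lie above the Control median for ACTA2 and 11 of 12 lie below it for SLC2A1.

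Most of the genes counted at an unadjusted p under 0.05 were dim. When the tested genes were ranked by mean level and parted into 10 groups of equal size, the dimmest 3 groups reached mean levels of 4.50. There the median difference was 0.08 to 0.10, and these groups held 647 of the 802 genes, 634 of them higher in MDD. In the other 7 groups the median difference was −0.01 to 0.02, and 155 genes reached an unadjusted limma p under 0.05, 97 of them higher. HLA-DQB1, LOC100505915 and LILRA2 lie in the dimmest 3 groups, as does MYH11. The share of higher genes among those at an unadjusted p under 0.05 was 91.1%, and it was 80.9% after quantile normalization and 81.0% with arrays centred on their median.

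Gene groups were next compared, to ask whether sets of genes with a shared role moved together. Genes that respond to low oxygen were lower in MDD: 16 of 23 tested members lay below 0, with a mean difference of −0.16 and a median of −0.11, and the list passed the camera test (p = 0.00207, adjusted p = 0.0497). Its members with the lowest p values were SLC2A1, at −0.29, and P4HA1, an enzyme that hydroxylates collagen, at −0.40 with 10 of 12 MDD arrays below the Control median. None of its 23 genes passed limma over all genes or adjusted over the list alone. The call was narrow: it ended when any 1 of 17 of the 24 arrays was left out (camera adjusted p of up to 0.272) and held without Control replicate 1, 2, 9 or 11 or MDD replicate 1, 8 or 12. Without the 8 arrays of lower RNA quality it ended with a smaller mean of −0.10 (95% interval −0.23 to 0.03, against −0.31 to −0.02 over all arrays; adjusted p = 0.739). It ended with a mean of about the same size with the RNA quality covariate (−0.165, interval −0.31 to −0.02, adjusted p = 0.133), where the estimated correlation between genes rose from 0.026 to 0.049 and the camera p to 0.00603, with quantile normalization (−0.173, 0.136), with the probe set of highest mean (−0.151, 0.124), with no pseudocount (−0.167, 0.0503), in the upper 50% of genes by mean, which held 16 of the genes (−0.134, 0.146), and with fry (0.399).

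Other lists of stress and signalling genes had most members lower in MDD without passing the camera test. Of glucocorticoid-responsive genes, 22 of 23 lay below 0 (mean −0.39), among them CDKN1A, an inhibitor of the cell cycle, at 6.46 ± 1.36 in Control and 5.43 ± 0.49 in MDD (adjusted p = 0.103 with an estimated correlation). Of immediate early genes, which neurons switch on within minutes of activity, 22 of 25 lay below 0 (mean −0.39), with EGR1 at 5.94 ± 1.24 and 5.03 ± 0.91 and ATF3 at 5.21 ± 2.24 and 3.94 ± 0.76 (adjusted p = 0.673 with an estimated correlation). Of interferon-responsive genes, 23 of 25 lay below 0 (mean −0.29), with the class I antigen-presenting genes HLA-C at −0.40 and HLA-E at −0.42 (adjusted p = 0.712 with an estimated correlation). Of heat shock and chaperone genes, 17 of 23 lay below 0 (mean −0.16; CRYAB −0.33; adjusted p = 0.712), and of the FGF system 8 of 12 did (adjusted p = 0.712). Single arrays carried parts of these values: the interferon mean was −0.02 without Control replicate 10, the mean of the immediate early genes was −0.20 without Control replicate 7, and that of the heat shock and chaperone genes was −0.06 without Control replicate 7 and −0.10 without MDD replicate 9. Without the 8 arrays of lower RNA quality the interferon mean was 0.10, the immediate early mean −0.13 and the glucocorticoid mean −0.14.

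**Figure D3:**
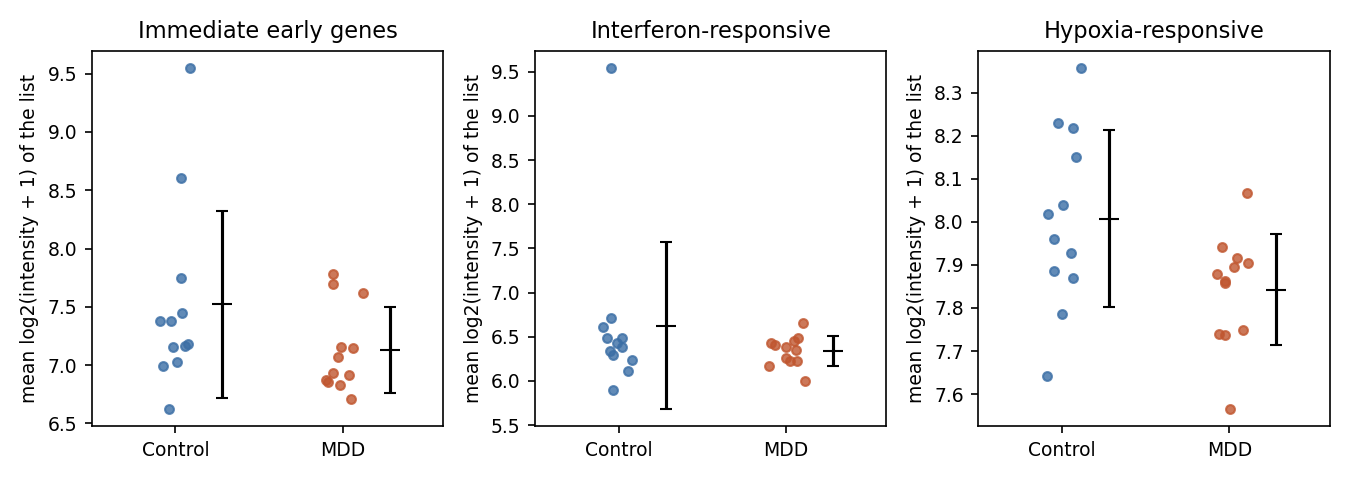
Mean level of the immediate early, interferon-responsive and hypoxia-responsive genes in each array (y axis, log2(intensity + 1), with its own range per panel) by group (x axis); points are arrays and bars are the mean ± SD of 12 arrays per group. A single Control array lies far above the others for the interferon-responsive genes, and the mean difference between groups was −0.02 without it.

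Lists of energy metabolism, translation and transmitter systems lay closer to 0. Of the mitochondrial respiratory chain, 52 of 59 genes were above 0 (mean 0.10, camera adjusted p = 0.862), with COXFA4 at 0.17, above the Control median in all 12 MDD arrays, and NDUFA10 at 0.16. This mean was −0.02 without the 8 arrays of lower RNA quality and 0.06 without Control replicate 10. Of the cytosolic ribosomal proteins, 32 of 42 were above 0 (adjusted p = 0.909, camera), with RPL3 at 0.19 and RPL6 at 0.14. Among the monoamine genes (adjusted p = 0.862), the serotonin receptors HTR7 and HTR1E lay at 0.15 and −0.66, and among synaptic vesicle and release genes (0.909) RAB3B, a GTPase of vesicle release, was 5.69 ± 1.89 in Control and 6.90 ± 1.42 in MDD. The circadian clock genes (0.716), neurotrophin signalling (0.851), proteasome subunits, GABA receptor subunits, glutamate receptor subunits and blood cell genes (0.909 each) did not pass either.

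Over the 24 lists, camera with a correlation estimated from the data passed 1, and the other 23 had adjusted p values of 0.103 to 0.979. With a preset correlation 10 lists passed, 8 lower and 2 higher in MDD. The 9 besides the hypoxia-responsive genes, which were those of GABA neurons, astrocytes, oligodendrocytes, the respiratory chain, the FGF system, immediate early, glucocorticoid, heat shock and interferon genes, were lost with an estimated correlation (adjusted p = 0.103 to 0.862). With fry 0 lists passed. The mean, the median and the camera direction differed in sign for 6 lists: microglia, blood cell, glutamate receptor, neurotrophin, synaptic vesicle and proteasome genes. Adjusted over the list alone, 3 genes passed limma, all of them endothelial and mural markers, and 0 passed in the other lists.

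**Figure D4:**
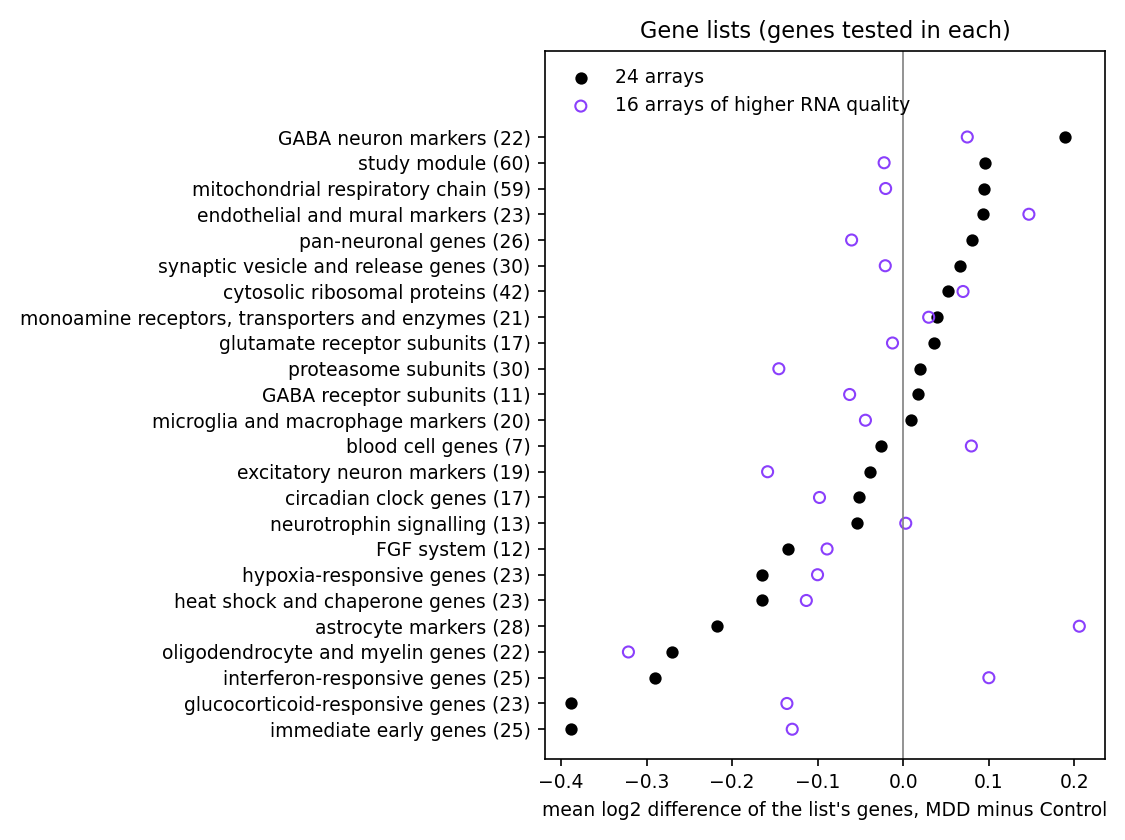
Mean log2 difference, MDD minus Control, of the tested genes of each of 24 lists (x axis), with the number of genes in brackets; filled points use all 24 arrays and open points the 16 arrays of higher RNA quality. The immediate early and glucocorticoid-responsive genes lie lowest with all arrays, at −0.39, and at −0.13 and −0.14 with 16 arrays.

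Markers of cell types were compared to see whether the makeup of the tissue differed. Of GABA neuron markers, 17 of 22 were higher in MDD, with RELN, an extracellular protein made by some of these cells, at 9.13 ± 0.72 in Control and 9.72 ± 0.51 in MDD and CALB2, a calcium-binding protein, at a difference of 0.39. Their mean was 8.00 ± 0.42 and 8.19 ± 0.35. Of oligodendrocyte and myelin genes, 20 of 22 were lower (mean −0.27), with MBP, a main protein of myelin, at a difference of −0.73 (SE 0.40) and the transcription factor SOX10 at −0.49. Of astrocyte markers, 25 of 28 were lower (mean −0.22), with CST3, a secreted protease inhibitor, at −0.30 and the neurotensin receptor NTSR2 at −0.80. This astrocyte mean was 0.21, in the other direction, without the 8 arrays of lower RNA quality. Pan-neuronal genes differed by 0.08 (21 of 26 higher) and by −0.06 without those 8 arrays, excitatory neuron markers by −0.04 (12 of 19 lower), microglia and macrophage markers by 0.01 and endothelial and mural markers by 0.09. Without those 8 arrays the differences were −0.16 for excitatory neuron markers (exact permutation p = 0.0774, adjusted p = 0.542), 0.08 for GABA neuron markers, −0.32 for oligodendrocyte and myelin genes, −0.04 for microglia and macrophage markers and 0.15 for endothelial and mural markers. Single arrays carried parts of these means. The astrocyte difference was −0.06 without Control replicate 10, −0.08 without MDD replicate 9 and −0.11 without MDD replicate 5, and the oligodendrocyte difference was −0.14, −0.16 and −0.17 without MDD replicates 9, 1 and 7. The GABA neuron difference was 0.11 without Control replicate 10 and the endothelial and mural difference 0.04 without MDD replicate 3. Without 1 array, the pan-neuronal difference lay at −0.003 to 0.11 (lowest without Control replicate 10), the excitatory at −0.09 to −0.002 and the microglial at −0.14 to 0.12. None of the 7 marker means passed the test between groups (permutation tests, p = 0.247 to 0.974, adjusted p = 0.742 to 0.974), and none of the 7 lists passed camera (adjusted p = 0.712 to 0.979).

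Within the endothelial and mural list the members went both ways. MYH11, the heavy chain of smooth muscle myosin, was 3.52 ± 0.47 in Control and 4.32 ± 0.84 in MDD, with 10 of 12 MDD arrays above the Control median, and together with ACTA2 and SLC2A1 it passed limma adjusted over the list alone (adjusted p = 0.0485 for all 3). Over all genes the limma adjusted p was 0.573 for each of them. MYH11 was dim, and its probe set can also bind related transcripts.

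The module of 88 genes that the study put together from coexpression was measured for 63 genes, of which 60 were tested, and 44 of these were higher in MDD (mean 0.10, camera adjusted p = 0.909). CUX2 and RELN, with differences of 0.51 and 0.59, were its members with the lowest p. The mean over the module was 7.89 ± 0.32 in Control and 7.99 ± 0.19 in MDD, with 9 of 12 MDD arrays above the Control median (a difference of 0.10; permutation test, p = 0.386). The difference was 0.03 without Control replicate 10 and 0.06 without MDD replicate 2, and −0.02 without the 8 arrays of lower RNA quality (exact permutation test, p = 0.849). Of the 14 genes that the study's text names for its module, 12 were tested, and 10 of these were higher and 2 lower, by −0.23 to 0.59 (limma adjusted p = 0.573 to 0.996). The −0.23 was that of GABRA2, a GABA-A receptor subunit, which is not among the module's genes as listed here, and it turned to 0.057 without the 8 arrays of lower RNA quality and to 0.029 without MDD replicate 5. BDNF, a growth factor of neurons, was 6.31 ± 0.68 and 6.40 ± 0.55 (adjusted p = 0.971, limma). The BDNF difference turned to the other direction without Control replicate 10, which lay at 4.72, and with array weights. CALB1, a calcium-binding protein of neurons, differed by 0.43, GRP, a neuropeptide, by 0.21 and GABBR2, a subunit of the GABA-B receptor, by 0.22. GRP, SLITRK5 and GABRA4, which are among the 10 higher, lie in the dimmest 3 groups. There the median difference over all genes was 0.08 to 0.10. The module was chosen partly on these arrays, so its values here are not independent evidence.

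The module's genes varied together across the arrays. Their mean absolute Pearson correlation over gene pairs was 0.364 across 24 arrays, against a median of 0.261 and a highest value of 0.311 in 10000 random lists matched on mean expression (permutation test, p = 0.0001, the smallest these lists can give). Of the 60 genes, 37 correlated with the mean of the rest at r above 0.5, while 10.9% of 9491 other genes correlated with the module mean to that degree. With the RNA quality value removed by regression the module's correlation was 0.354, and without the 8 arrays of lower RNA quality it was 0.366. The highest random list lay above the module in 2 settings, with quantile normalization (0.320, highest random list 0.339, p = 0.0002) and without Control replicate 10 (0.304, highest random list 0.317, p = 0.0006). Since the module was found by clustering that included these arrays, this is not an independent test of it.

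**Figure D5:**
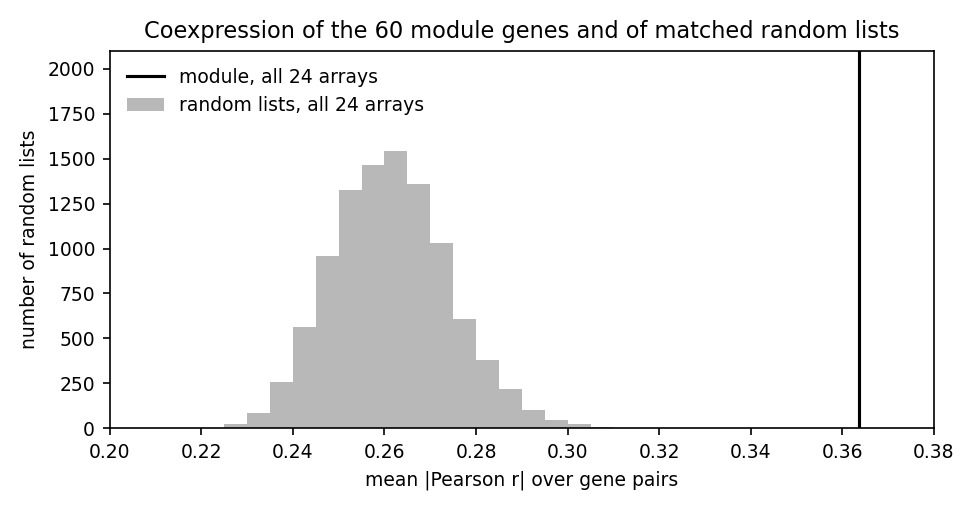
Mean absolute correlation over gene pairs (x axis) of the 60 module genes (black line, 0.364) and of 10000 random lists of 60 genes matched on mean expression (grey histogram; y axis, number of lists), over all 24 arrays. The highest random list reaches 0.311.

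The module's genes were less tightly correlated in MDD than in Control, by an amount that permuted labels also gave. The mean absolute correlation was 0.314 in MDD and 0.457 in Control, a difference of −0.143 (permutation test, p = 0.115). Without the 8 arrays of lower RNA quality the difference was −0.131 (exact permutation p = 0.172). It was −0.06 with the RNA quality value regressed out or the first component removed, −0.08 after quantile normalization and −0.08 without Control replicate 10. Over the 24 lists, 0 differed in coexpression between groups (permutation tests, p = 0.0731 to 0.957, adjusted p = 0.622 to 0.957), and 0 had an unadjusted p under 0.05. In the other settings 0 passed as well, and up to 2 lists had an unadjusted p under 0.05: 2 with signed r, 2 with the probe set of highest mean, 1 with the first component removed, 1 without the 8 arrays of lower RNA quality and 0 to 2 without 1 array. Interferon-responsive genes had a mean absolute correlation of 0.281 in MDD and 0.753 in Control (p = 0.0731, permutation test; p = 0.0427 with signed r and 0.0367 with the probe set of highest mean), and immediate early genes 0.336 and 0.531. Most of the interferon difference came with 1 array: without Control replicate 10 the Control value was 0.328 (p = 0.421, permutation test). For immediate early genes the Control value was 0.408 without Control replicate 7. Without the 8 arrays of lower RNA quality, of which both are members, the values were 0.340 and 0.429 for interferon-responsive genes (exact permutation p = 0.201), and 0.396 and 0.370 for immediate early genes, in the other direction.

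Genes that the study names were set against the mean of the rest of the module, to ask how closely each followed it. CALB1 did so most closely by Pearson's r and EPHA5 by Spearman's rho (0.802). CALB1 had r = 0.834 (permutation p = 1e-05, the smallest possible; rho = 0.745; r = 0.714 without the 2 farthest arrays), followed by GABRA4, a GABA-A receptor subunit (r = 0.769), and the ephrin receptors EPHA3 (0.763) and EPHA5 (0.761). GABBR2 had r = 0.718, BDNF 0.618, SLITRK3 0.521, the glutamate receptor GRM7 0.515, RELN 0.498 and GRP 0.490. The r of BDNF was 0.346 without the 2 farthest arrays. Of the 11 such genes that are tested members of the module, 10 passed after adjustment with Pearson's r and with Spearman's rho, and SLITRK5 did not (r = 0.338, permutation p = 0.106). Within Control alone 7 passed (median r = 0.807), within MDD alone 0 (median r = 0.527), and the difference between groups was not tested for each gene. Within the 16 arrays of higher RNA quality 7 passed with Pearson's r and 8 with Spearman's rho, and within the other 8 arrays 1 (EPHA5) and 0. The clustering that put these genes in the module included these arrays, so their passing is not independent evidence.

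The module mean followed the markers of neurons over all arrays and within Control. Across 24 arrays it correlated with the mean of GABA neuron markers (r = 0.730, permutation adjusted p = 0.00084; rho = 0.686; r = 0.582 without the 2 farthest arrays), of pan-neuronal genes (r = 0.687, adjusted p = 0.0017; rho = 0.545; r = 0.376) and of excitatory neuron markers (r = 0.650, adjusted p = 0.0017; rho = 0.590; r = 0.581), with genes of the module left out of the marker lists. Correlations with astrocyte (r = −0.388), microglia (0.382), endothelial and mural (0.174) and oligodendrocyte (−0.077) markers did not pass. Within Control alone the same 3 passed (r = 0.784, 0.760 and 0.769 for the GABA neuron, pan-neuronal and excitatory markers, permutation adjusted p = 0.010 to 0.017; r = 0.634, 0.382 and 0.683 without the 2 farthest arrays), though pan-neuronal genes did not by Spearman's rho (0.497, adjusted p = 0.181). Within MDD alone 0 of the 7 passed (r = 0.616, 0.449 and 0.517, lowest adjusted p = 0.220; r = 0.415, 0.356 and −0.107 without the 2 farthest arrays), and the difference between groups was not tested. Within the 16 arrays of higher RNA quality 0 of the 7 passed, with r = 0.529, 0.138 and 0.412 for the GABA neuron, pan-neuronal and excitatory markers (permutation test, lowest adjusted p = 0.235). Within the other 8 arrays 2 passed, pan-neuronal genes (r = 0.957) and astrocyte markers (r = −0.876; exact permutation tests, lowest adjusted p = 0.013), of which the astrocyte markers did not by Spearman's rho (−0.810, adjusted p = 0.076). Across 24 arrays the module mean had r = −0.483 with the 3 prime to 5 prime value (permutation p = 0.0168, rho = −0.492). This was r = −0.648 within Control (permutation p = 0.0205) and r = −0.274 within MDD (permutation p = 0.391). The module mean had r = −0.207 with that value within the 16 arrays (permutation p = 0.444) and r = 0.015 within the 8 (rho = −0.071, exact permutation p = 0.882). It differed between these sets of arrays, at 7.76 ± 0.25 in the 8 and 8.03 ± 0.22 in the 16 (exact permutation test chosen after seeing the data, p = 0.0123), with differences of −0.36 within Control (exact permutation p = 0.0442) and −0.12 within MDD (exact permutation p = 0.350).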

Values the study reported

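The study reported that 16,443 genes were kept after matching genes over its 11 data sets, and that the 2 data sets from older arrays covered 12,703 genes. It clustered 10,000 genes, placed 7,797 of them in 50 modules and left 2,203 as scattered. Module #35, with 88 genes, was the one it followed. For the Mega-GWAS of MDD it gave an enrichment p of 0.0001 (Fisher's exact test), the lowest it gave for a single GWAS gene list. It also reported p under 0.05 for gene lists of neuroticism, a further MDD project, bipolar disorder, neuropsychiatric disorders, and neurological disorders with brain phenotypes. It called the p values borderline for the catalogued MDD-related studies and for illnesses that share risk with MDD. It found no association with its negative control lists of cancer, human body indices and other diseases.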

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

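The settings with no pseudocount, the upper 50% of genes by mean, the 16 arrays of higher RNA quality, the RNA quality value regressed out, and the coexpression of the lists without 1 array were chosen after the results were seen. The count of 0 genes at the limma threshold held in all 40 settings, with lowest adjusted p values of 0.243 to 1.00, and of 622 values of 46 named genes under alternatives other than leaving out 1 array 619 kept their sign and 0 passed. At an unadjusted p under 0.05 the 802 genes became 1779 with no filter on the mean, 225 with a filter on mean and standard deviation, 1512 with all probe sets, 1288 with array weights, 99 in the upper 50% of genes by mean (fewer genes were tested), 413 without the 8 arrays of lower RNA quality and 342 to 1267 without 1 array. It was 342 to 529 without Control replicates 2, 4, 6, 7, 8 or 12 or MDD replicates 3, 4, 8, 9 or 10, and 1267 without MDD replicate 7. Of the gene lists, 1 passed camera, as it did with no filter on the mean, and 0 passed with the pair number as a block, the probe set of highest mean, quantile normalization, the RNA quality covariate, no pseudocount, the upper 50% of genes, the 16 arrays or fry, 10 with a preset correlation, and 0 to 2 without 1 array (2 without Control replicate 1, which added the glucocorticoid-responsive genes). The cause was not tested, apart from the preset correlation, which is lower than those estimated, and from fewer arrays. Without the 8 arrays, the module mean differed by −0.022, pan-neuronal genes by −0.060, astrocyte markers by 0.21, interferon-responsive genes by 0.10 and the respiratory chain by −0.020, each in the other direction, and 0 of the 7 correlations of the module mean with marker means passed. Pan-neuronal genes ranged from −0.0028 to 0.11, BDNF from −0.048 to 0.19 and GABRA2 from −0.45 to 0.029 without 1 array. GABRA2 was 0.057 without the 8 arrays, BDNF was −0.028 with array weights, and OSER1 was 0.034 with the probe set of highest mean. The cause was not tested. The module's coexpression passed against the random lists in all 35 settings (0.285 as a signed mean, 0.304 to 0.376 without 1 array), and lay above the highest of them in 33, the exceptions being quantile normalization (0.320, p = 0.0002) and leaving out Control replicate 10 (0.304, p = 0.0006). Its difference between groups passed in none (p = 0.0534 to 0.215 without 1 array).

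Titles number the samples as matched pairs of different subjects. Deviations from the group means correlated at −0.397 to 0.613 between samples with the same number (median 0.098, 6 of 12 over 0.1). Over the 132 other combinations the median was 0.012, and 2 of 12 Control samples correlated best with their own number. Subjects matched on other traits need not be alike in expression, so these values cannot decide about the pairing. With the pair number as a block, 0 genes passed, 753 had an unadjusted p under 0.05, 0 lists passed (hypoxia-responsive genes, adjusted p = 0.097), and the module's coexpression difference of −0.143 had p = 0.068 (permutation within pairs), and of the lists' coexpression differences 0 passed and 2 had an unadjusted p under 0.05, among them the interferon-responsive genes (p = 0.0237).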

Other observations

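The lists of cortical layers and vessel cells used here were chosen after the results for single genes were seen, as were the tests on chance splits and those of RNA quality for the 3 patterns weighed here, while centring genes within groups was planned but how to read it was settled after its value was seen. Genes of upper cortical layers had 7 of 10 tested members higher in MDD, with a mean difference of 0.11 (95% interval −0.04 to 0.26), and genes of deep layers had 12 of 16 lower, with a mean of −0.08 (−0.33 to 0.17). The genes named from these lists here were chosen after their values were seen. Neither list passed camera (p = 0.129 and 0.259, adjusted p = 0.345 for both). CUX2, which prompted the upper-layer list, is a member of it, and without CUX2 the mean of the other 9 genes was 0.07 (95% interval −0.09 to 0.23, camera p = 0.358). Beside CUX2 at 0.51, the upper-layer genes included INHBA, a subunit of activin, at 0.19 and LAMP5, a membrane protein of superficial neurons, at 0.15. The lower members were CUX1 at −0.01, RORB at −0.05 and WFS1 at −0.06. Of the higher members, INHBA, KITLG and COL5A1 lie in the dimmest 3 groups, where the median difference over all genes was 0.08 to 0.10. Among deep-layer genes FEZF2, a transcription factor of neurons that project below the cortex, lay at −0.32, TBR1 at −0.09 and PCP4, a regulator of calmodulin, at 0.24.

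Members of the list of contractile genes of vascular smooth muscle went both ways, 10 higher and 6 lower in MDD. MYL9, a myosin light chain, was 4.41 ± 0.33 in Control and 4.89 ± 0.55 in MDD, and TPM2, a tropomyosin, 4.43 ± 0.35 and 4.83 ± 0.50, both above the Control median in all 12 MDD arrays. PLN, a regulator of the calcium pump, differed by 0.35 and TAGLN, an actin-binding protein, by 0.60, while MYLK, RGS5 and PDGFRB lay at −0.21, −0.12 and −0.13. Of the 10 higher members, PLN, DES, ACTG2 and LMOD1 lie in the dimmest 3 groups, where the median difference over all genes was 0.08 to 0.10. The 6 lower members are brighter, and some, such as the growth factor receptor PDGFRB, are not genes of contraction. The 5 members at an unadjusted limma p under 0.05 (MYL9, PLN, DES, TPM2 and ACTG2) were all higher. With limma over all genes, none of the 16 passed.

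Chance was weighed by 100 splits of the 24 arrays into groups of 12, the real split included. With 0 genes passing, all 100 splits give at least as many by construction (highest other 2), so this says nothing about chance. At least 802 genes at an unadjusted p under 0.05 came from 14 of 100 splits, so chance is not excluded for that count. The highest other split gave 1897, and why it gave so many was not tested. At least 1 list passing camera came from 4 of 100 splits, the highest other being 1. An adjusted threshold of 0.05 lets through about as many by construction when the test holds, so chance is excluded no further than by that threshold, which the hypoxia-responsive genes pass at 0.0497 and no longer pass when any 1 of 17 arrays is left out. With a preset correlation, 37 of 100 gave 10 or more lists, so chance is not excluded, and the highest other gave 17.

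The lower level of hypoxia-responsive genes in MDD was weighed against RNA quality and the share of astrocytes. Over the 16 arrays of higher quality the list mean differed by −0.10 (exact permutation test, p = 0.109), against −0.16 over all arrays (permutation p = 0.0286), so a part played by the 8 arrays cannot be told apart from the loss of samples. With the 3 prime to 5 prime value as a covariate the difference was −0.165 (95% interval −0.31 to −0.02). The groups hardly differed in this value (−0.01), so the covariate could hardly move the difference, and this fit cannot decide about RNA quality. Its interval also holds less than 50% of the unadjusted difference. With the astrocyte marker mean as a covariate the difference was −0.13 (95% interval −0.23 to −0.03). That interval holds the unadjusted value, so the share of astrocytes may account for some of the difference or none. Depression itself, and conditions around death, stay open and were not tested.

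The coexpression of the module over all arrays was weighed against 3 explanations. RNA quality as its whole cause is argued against by a mean absolute r of 0.354 after its removal, where the highest random list reached 0.312. A difference between MDD and Control as the cause is argued against by 0.366 with each gene centred within its group, where the highest random list reached 0.318. With the means of neuronal markers removed the value was 0.274 (permutation p = 0.0266, highest random list 0.308), so a varying share of neurons in the tissue may account for a part. Within the 16 arrays of higher RNA quality the coexpression was 0.366 (highest random list 0.342). There the module mean had r = 0.529, 0.138 and 0.412 with the GABA neuron, pan-neuronal and excitatory markers, and none passed. Fewer arrays may be why none passed. How large the part is, and whether the share of neurons accounts for all, cannot be told from these arrays. A shared regulation of these genes within neurons stays open as an untested hypothesis.

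ACTA2 and MYH11, higher in MDD, may reflect more smooth muscle of vessels in the sampled tissue. The list of contractile genes, with these 2 left out, had a mean difference of 0.14 (95% interval −0.01 to 0.28, camera p = 0.173). The list's lower members include some that are not genes of contraction, so this mean depends on how the list was drawn up. More smooth muscle therefore cannot be told apart from a change in few genes. That mean also cannot be told apart from the higher values of dim genes as a whole. For ACTA2 itself such a shift is argued against. It lies in the 7 brighter groups, with median differences of −0.01 to 0.02, and differed by 1.01 (95% interval 0.38 to 1.65). MYH11 is dim, and its difference of 0.80 (95% interval 0.25 to 1.35) exceeds the median of 0.08 to 0.10 among dim genes, though it was chosen for its difference. More vessels of every kind is argued against by endothelial cell genes, whose mean difference was 0.024 (95% interval −0.13 to 0.18, camera p = 0.951), below a bound of 0.2 set beforehand, with VWF at 0.17 and CLDN5 at −0.23. Over the 16 arrays of higher RNA quality the mean of the pair differed by 0.79 (exact permutation test, p = 0.0415), against 0.91 over all arrays (permutation p = 0.00089), and these genes were chosen for the difference, so RNA quality stays open for part of it.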
